# Aberrant phenotype and transcriptome expression during fiber cell wall thickening caused by the mutation of the *Im* gene in immature fiber (*im*) mutant in *Gossypium hirsutum* L

**DOI:** 10.1186/1471-2164-15-94

**Published:** 2014-02-01

**Authors:** Cheng Wang, Yuanda Lv, Wentin Xu, Tianzhen Zhang, Wangzhen Guo

**Keywords:** Immature fiber mutant, Expression profiling, Fiber secondary cell wall thickening, Fiber micronaire, Microarray, *Gossypium hirsutum*

## Abstract

**Background:**

The immature fiber (*im*) mutant of *Gossypium hirsutum* L. is a special cotton fiber mutant with non-fluffy fibers. It has low dry weight and fineness of fibers due to developmental defects in fiber secondary cell wall (SCW).

**Results:**

We compared the cellulose content in fibers, thickness of fiber cell wall and fiber transcriptional profiling during SCW development in *im* mutant and its near-isogenic wild-type line (NIL) TM-1. The *im* mutant had lower cellulose content and thinner cell walls than TM-1 at same fiber developmental stage. During 25 ~ 35 day post-anthesis (DPA), sucrose content, an important carbon source for cellulose synthesis, was also significantly lower in *im* mutant than in TM-1. Comparative analysis of fiber transcriptional profiling from 13 ~ 25 DPA indicated that the largest transcriptional variations between the two lines occurred at the onset of SCW development. TM-1 began SCW biosynthesis approximately at 16 DPA, whereas the same fiber developmental program in *im* mutant was delayed until 19 DPA, suggesting an asynchronous fiber developmental program between TM-1 and *im* mutant. Functional classification and enrichment analysis of differentially expressed genes (DEGs) between the two NILs indicated that genes associated with biological processes related to cellulose synthesis, secondary cell wall biogenesis, cell wall thickening and sucrose metabolism, respectively, were significantly up-regulated in TM-1. Twelve genes related to carbohydrate metabolism were validated by quantitative reverse transcription PCR (qRT-PCR) and confirmed a temporal difference at the earlier transition and SCW biosynthesis stages of fiber development between TM-1 and *im* mutant.

**Conclusions:**

We propose that *Im* is an important regulatory gene influencing temporal differences in expression of genes related to fiber SCW biosynthesis. This study lays a foundation for cloning the *Im* gene, elucidating molecular mechanism of fiber SCW development and further genetic manipulation for the improvement of fiber fineness and maturity.

## Background

Cotton (*Gossypium* sp.) is an important economic crop, as it is the leading natural textile fiber used worldwide. Each cotton fiber is a unicellular hair originating from the seed epidermis. Fiber development consists of four overlapping stages: fiber initiation, fiber elongation, secondary cell wall (SCW) deposition and maturation. Fiber initiation occurs on or near the day of anthesis, but only about 25% of ovular epidermal cells differentiate into the commercially important and spinnable lint fibers. Fibers rapidly elongate during 5 ~ 20 days post-anthesis (DPA) with peak growth rates of >2 mm/day. At the late stage of fiber elongation, fibers enter into SCW deposition. The onset of SCW biosynthesis typically occurs from 16 ~ 21 DPA, depending on the cotton species and environmental conditions. Successive fiber developmental stages overlap by several days. During SCW biosynthesis, a large amount of cellulose is synthesized, and this process persists for a long period of time until fiber maturation. When bolls open at ~50 DPA, fibers quickly dehydrate and then become mature. Greater than 90% of the dry weight of the mature fibre exists as cellulose [1,2]. Because of the unique characteristics of cotton fiber, it is regarded as an ideal model for studies of plant cell elongation and cell wall biogenesis [3].

Mutants are powerful tools for studies of molecular mechanisms of important genes. Some key cotton fiber mutants have been obtained, such as the *Ligon Lintless* mutant *(Li1* and *Li2)*, *naked seed* mutant *(N1* and *n2)* and *fuzzless-lintless* mutant *(fl).* However, all of these fiber mutants are defective in fiber initiation or elongation. Kohel and McMichael [4] first reported the *immature fiber* mutant (*im*), which has completely different characteristics from those mutants described above. After the bolls open, fibers in the *im* mutant are matted around the seed and are not as fluffy as those observed in normal cotton lines. The fiber phenotype in *im* mutant is similar to the appearance of cotton bolls in normal plants subjected to stressors, such as moisture, low temperature or disease. Additionally, the *im* mutant has low dry weight and fineness of fibers, reflecting defects in development [4]. The *im* locus is located on chromosome 3 [5,6], and it was recently finely mapped almost simultaneously by Wang et al. [7] and Kim et al. [8].

The transcriptome of cotton fiber is extraordinarily complex, involving varied expression of tens of thousands of genes. In order to understand fiber development better, it is important to study the expression patterns of relevant genes and define multi-gene interactions. Gene chip technology provides a powerful approach for simultaneously analyzing differential expression of genes in a high throughput manner. Expression profiling of cotton using microarrays has been the subject of several recent studies on functions of key genes [9-11], development [10,12-14], genome evolution [15-18] and responses to stress [19-21].

In this study, significant differences in cellulose content, thickness of fiber cell wall and the content of several soluble carbohydrates were revealed through comparing the *im* mutant with its near-isogenic line (NIL) TM-1 during fiber development. We performed a comparative analysis of transcriptional profiles between TM-1 and the *im* mutant during fiber SCW development using cDNA microarrays, identified and analyzed differentially expressed genes (DEGs) and their potential functional roles during fiber development. This study establishes a foundation for elucidating the molecular mechanism of the mutated gene and genetic manipulation for the improvement of fiber fineness and maturity.

## Results

### Decreased cellulose content and thickness of fiber cell wall in *im* mutant

In order to explore possible physiological changes in *im* mutant caused by the mutation of the *Im* gene, we compared the cellulose content, a major cell wall component of SCW in fibers between the *im* mutant and its near-isogenic line (NIL), TM-1, during SCW thickening (Figure 1). Cellulose content in the *im* mutant was significantly lower than that in TM-1 at each surveyed fiber developmental time point. However, a relatively larger difference was observed during the early stages of SCW development, and the cellulose of mature fibers was decreased by only about 10% in the *im* mutant, indicating that the two lines had different cellulose synthesis patterns and that the *Im* gene may have had more influence on fiber development at early stages of SCW synthesis.

**Figure 1:**
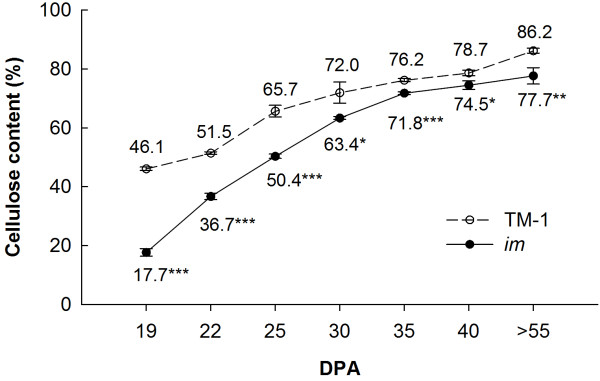
**Cellulose content in fibers in TM-1 and *im *mutant.** Each value is the mean ± SD of three biological replicates. Asterisks indicate significant differences (Student’s *t* test, *P < 0.05, **P < 0.01, ***P < 0.001) between TM-1 and the *im* mutant at same developmental stage.

To explore the effect of reduced cellulose on fiber development, fiber cell wall thickness was measured by microscopy at 13, 19, 25 DPA and maturity in TM-1 and the *im* mutant plants (Figure 2 and Table 1). There was no difference between the two lines at 13 and 19 DPA, but the *im* mutant had thinner fiber cell walls (*P* < 0.001) than TM-1 at 25 DPA and maturity (stages of rapid cellulose synthesis and highest cellulose content, respectively). These results suggest that the developmental defect in the fiber SCW and production of thinner fiber cell wall in the *im* mutant was most likely due to the reduction of cellulose.

**Figure 2:**
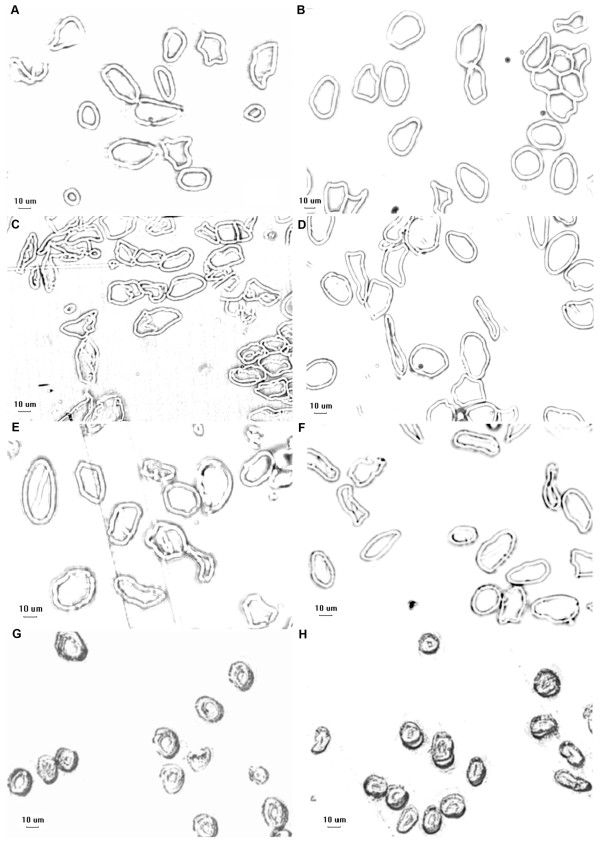
**Cell wall thickness of fibers in TM-1 and *im *mutant. A**, *im* 13 DPA; **B**, TM-1 13 DPA; **C**, *im* 19 DPA; **D**, TM-1 19 DPA; **E**, *im* 25 DPA; **F**, TM-1 25 DPA; **G**, *im* > 55 DPA; **H**, TM-1 > 55 DPA. Bar = 10 μm. Statistical analysis result is listed in Table 1.

**Table 1:** **Difference of thickness of fiber cell wall between TM-1 and *im *** **mutant**

**DPA**	**TM-1 (μm)**	***im *** **(μm)**	**t value**	***P *** **value**
13	3.13 ± 0.18	3.12 ± 0.20	1.23	0.221
19	3.16 ± 0.20	3.16 ± 0.15	0.093	0.926
25	3.31 ± 0.17	3.21 ± 0.19***	7.25	1.21E-12
>55	5.97 ± 0.83	4.77 ± 0.58***	20.03	3.07E-66

The thickness of fiber cell wall showed in Figure 2. Approximately 300 fibers were measured for each sample. Each value is the mean ± SD.

***P < 0.001 (Student’s *t* test).

### Sucrose content is significantly different during fiber SCW development between *im* mutant and TM-1

Cellulose synthesis requires consumption of a large amount of carbon source, mainly sucrose. Fructose and glucose are key substrates in the sucrose metabolic pathway, and they also participate in many important biological processes. Therefore, the fructose, glucose and sucrose contents in fibers of the *im* mutant and TM-1 were measured at 10, 13, 16, 19, 22, 25, 30, 35 and 40 DPA by high-performance liquid chromatography (HPLC) (Figure 3). TM-1 and *im* mutant plants showed similar changes in sugar content, and no difference in fructose and glucose content was observed between the two lines until the later stages of SCW development. The *im* mutant had higher fructose and glucose content during 30 ~ 40 DPA (*P* < 0.05). However, relatively large differences in sucrose content between TM-1 and the *im* mutant appeared from 22 DPA. The sucrose content in fibers of TM-1 was higher than that in the *im* mutant during the developmental interval 25 ~ 35 DPA, which corresponded to the difference in cellulose content between the two accessions. The normal carbohydrate metabolism was presumed to be affected by the mutation of the *Im* gene, and the level of sucrose available for the cellulose synthesis pathway in the *im* mutant was lower than that in TM-1.

**Figure 3:**
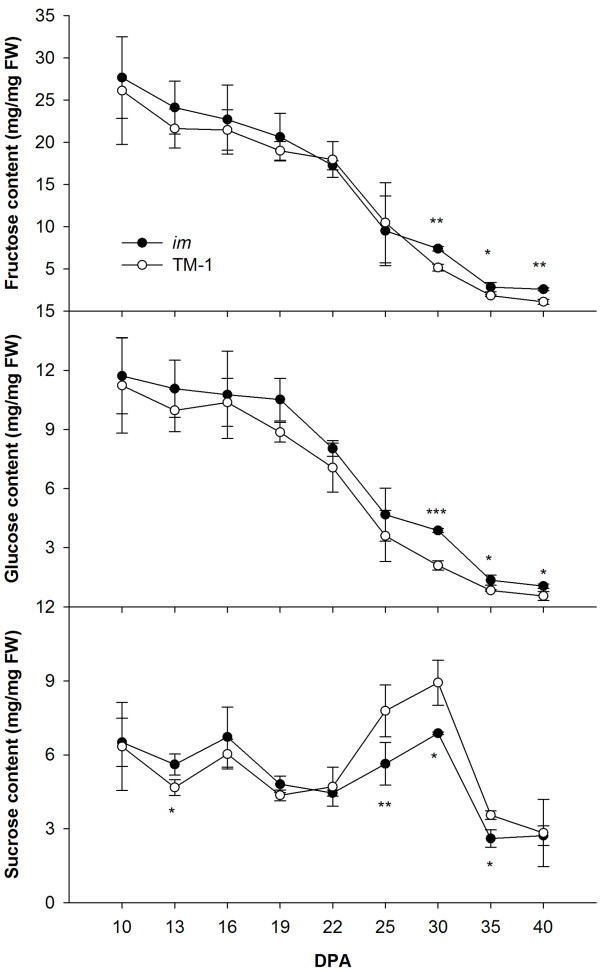
**Soluble carbohydrate content in fibers in TM-1 and *im *mutant.** Each value is the mean ± SD of three biological replicates. Asterisks indicate significant differences (Student’s *t* test, *P < 0.05, **P < 0.01, ***P < 0.001) between TM-1 and the *im* mutant at same developmental stage.

### Differential gene expression in fibers between TM-1 and *im* mutant

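Fiber RNA of TM-1 and of the *im* mutant, a near-isogenic line with thin fiber walls, was hybridised together on dual-dye cDNA arrays at 13, 16, 19, 22 and 25 DPA. There were 3 arrays per stage and 15 in all, each with 29184 cDNA probes made from Upland cotton ovules and fibers. The tables used here do not pair the probes with genes, so probes are given by their spot names and each DEG below is a probe. The paper and the sample labels name fibers as the source of the RNA, whereas the series record names ovules that bear fibers. The paper describes 3 biological pools of plants per stage and, in its array design, 2 biological replicates with a dye swap. If the swap reused an RNA extract, the p-values measure in part the technical spread between arrays. The authors read the scanned arrays with LuxScan, and the deposited files hold the median intensity of each spot in Cy5 and Cy3 after subtraction of the local background. A spot was left out where both dyes were under 400 units, as one reading of the filter in the methods, and lower values in either dye were raised to 50 units before log2 was taken. The number of probes measured per array was 16792 to 19272 at 13 DPA and 14937 to 17371 at 16 DPA. It was 14363 to 18417 at 19 DPA, 13761 to 16792 at 22 DPA and 14128 to 17575 at 25 DPA. Ratios were normalized by loess within arrays and by Aquantile between arrays, the steps that the methods name. The lines were compared at each stage with limma on log2(TM-1/*im*), and adjacent stages of a line were compared from the separate Cy5 and Cy3 channels of all arrays, with the array as a block. DEGs were probes with an adjusted p under 0.05 and a fold change of at least 2 that were measured on at least 2 of the 3 arrays, so the number of arrays limits the precision. The dye labels place *im* in Cy5 on all 15 arrays, although the methods state a dye swap. Across probes, log2(Cy5/Cy3) of replicate 2 correlated with that of the other replicates of its stage at -0.76 to -0.40, whereas replicates 1 and 3 correlated at 0.53 to 0.77. Replicate 2 was taken as the swap from the order of the source names, which places *im* in Cy5 on replicates 1 and 3. The direction between the lines given below follows these source names and is not settled. The methods place TM-1 in Cy5, and the material labels do so at 16 and 22 DPA. The source names were kept after DEGs had been counted under each of these assignments and set beside Fig. 4, which those by source names resembled most in which line or direction had the larger count, though not in the size of every count. The direction between the lines, and which line has more DEGs in an interval, are therefore not independent of the paper. Under the methods' assignment TM-1 and *im* change places in every value below, and under the material labels they change places at 16 and 22 DPA.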

To explore the impact of the mutation of the *Im* gene on global patterns of gene expression in developing fibers, gene expression levels in samples derived from the wild-type TM-1 and *im* mutant lines were compared at five fiber developmental stages (13, 16, 19, 22 and 25 DPA), and numbers of differentially expressed genes (DEGs) between adjacent time points during fiber development within and between the two lines were determined (Figure 4). 

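Between 16 and 19 DPA the DEGs made up 12.1% of the probes tested in TM-1 and 9.36% in *im*, and between 19 and 22 DPA 8.64% and 8.68%. By source names the intervals on either side held fewer DEGs in both lines. From 13 to 16 DPA they were 1.31% of the probes tested in TM-1 and 0.204% in *im*, and from 22 to 25 DPA 0.287% and 0.931%. The tests covered 16216, 13789, 13118 and 14291 probes in the order of the intervals. Channels of one array correlated at 0.863 within spots, which the limma fit took into account. Both lines lie on the same arrays, and 16 to 19 and 19 to 22 DPA both use the arrays of 19 DPA. The likeness of the lines and of these intervals is therefore not independent. At 19 DPA the local Cy3 background was 972 and 797 units on replicates 1 and 2, against 284.5 on replicate 3. Under the material labels 16 to 19 and 19 to 22 DPA held 3020 and then 599 DEGs in TM-1, and 418 and then 2256 in *im*. The intervals on either side then held 5 and 473 in TM-1, and 885 and 145 in *im*. In *im*, 13 to 16 DPA thus had more DEGs than 16 to 19 DPA.

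**Figure D1:**
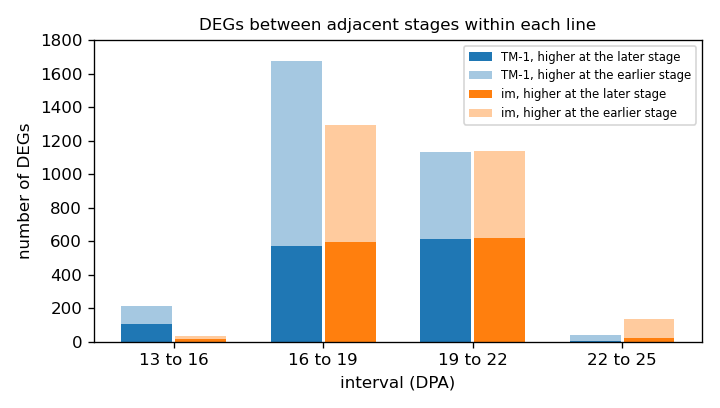
Number of DEGs (y axis) between adjacent stages (x axis, DPA) within TM-1 and within *im*, from 3 arrays per stage and with lines named by source names. Each bar stacks the DEGs higher at the later stage (dark) and at the earlier stage (pale). The bars of 16 to 19 DPA and 19 to 22 DPA are the tallest in both lines. The lines share their arrays, and both of these intervals use the arrays of 19 DPA, so the bars are not independent.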

The distribution of DEGs with a false discovery rate (FDR) < 0.05 and fold change ≥ 2 was roughly similar within TM-1 and *im* mutant, but the level of transcriptional variation between adjacent time points within the two lines was different. 

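Between 13 and 16 DPA, 212 probes were DEGs in TM-1 and 33 in *im*. Between 16 and 19 DPA there were 1674 in TM-1 and 1290 in *im*. A change that differed between the lines, tested as a shift of log2(TM-1/*im*) of at least 2-fold in limma, was found for 817 probes from 13 to 16 DPA and for 1569 probes from 16 to 19 DPA. Relative to *im*, 495 of the former rose in TM-1 and 322 fell. Of the latter, 595 rose in TM-1 relative to *im* and 974 fell. Without replicate 2 the former count was 447, and under the material labels the counts were 3364, with 1852 rising and 1512 falling, and 2985, with 1253 and 1732. The counts of the earlier interval were 51, 43 and 115 in TM-1 and 10, 3 and 14 in *im* without replicate 1, 2 or 3. Those of the later interval were 510, 477 and 1973 in TM-1 and 176, 186 and 1562 in *im*, and under the material labels the earlier interval held 5 DEGs in TM-1 and 885 in *im*.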

Far more genes showed altered expression (16 vs. 13 DPA and 19 vs. 16 DPA) in TM-1, compared to those in *im* mutant during the same fiber developmental interval. Conversely, more genes were differentially expressed in *im* mutant than in TM-1 between 22–25 DPA. Additionally, during the interval between 19–22 DPA, the number of DEGs within each accession became smaller. 

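From 22 to 25 DPA the *im* mutant had 133 DEGs and TM-1 had 41. In *im*, 24 of the probes rose towards 25 DPA and 109 fell, and in TM-1, 5 rose and 36 fell. Mean changes of at least 2-fold, regardless of the test, were found for 478 probes higher at 25 DPA and 535 higher at 22 DPA in *im*, and for 530 and 436 in TM-1, where the larger side is the other one. The median fold change of the DEGs was 3.98 in *im* and 4.51 in TM-1. The ratio of TM-1 to *im* itself changed by at least 2-fold at 669 probes, of which 408 rose in TM-1 relative to *im* and 261 fell. Without replicate 1, 2 or 3, the counts were 45, 19 and 43 in *im* and 9, 8 and 16 in TM-1. Without Aquantile scaling all 11 DEGs of TM-1 fell, and under the material labels TM-1 had the larger count, 473 DEGs against 145 in *im*, and the ratio changed at 2045 probes, of which 989 rose and 1056 fell.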

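Between 19 and 22 DPA, 1134 probes were DEGs in TM-1 and 1139 in *im*. Of these, 614 were higher at 22 DPA and 520 higher at 19 DPA in TM-1, and 620 and 519 in *im*. At 676 probes, or 2074 under the material labels, the ratio of TM-1 to *im* changed by at least 2-fold over the interval. Without replicate 1, 2 or 3, the DEGs higher at 22 and at 19 DPA numbered 206 and 95, 177 and 60, and 599 and 832 in TM-1, and 172 and 123, 80 and 56, and 524 and 819 in *im*, without Aquantile scaling 310 and 107, and 247 and 98, and with no filter on faint spots 2483 and 2772, and 2327 and 2707. In *im*, the total was above that of 16 to 19 DPA without replicate 1 (176 and then 295), with no filter on faint spots (3973 and then 5034), with the files without negative flags as a block (1113 and then 1314), and with replicate 3 as the only array of 19 DPA (162 and then 225).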

In TM-1, the maximum number of DEGs was found between the two adjacent time points of 16 and 19 DPA. 

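The probes that changed in TM-1 between 16 and 19 DPA were checked on a replicate left out of the test. Of the 437 probes called without replicate 1 and measured on it, 427 changed in the called direction on replicate 1, by a median of 2.34 on the log2 scale. Of 467 probes called without replicate 2, 453 did so on replicate 2, by a median of 1.68. Of 1875 probes called without replicate 3, 1418 did so on replicate 3, by a median of 0.57. The local Cy3 background at 19 DPA was 972 and 797 units on replicates 1 and 2, and 284.5 units on replicate 3. With replicate 3 as the only array of 19 DPA, 530 probes were DEGs in TM-1 between 16 and 19 DPA and 224 between 19 and 22 DPA. With no filter on faint spots the order of these intervals turned in TM-1, with 4530 and then 5255 DEGs.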

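In TM-1, 573 of the DEGs between 16 and 19 DPA were higher at 19 DPA and 1101, or 65.8%, were higher at 16 DPA. Their median fold change was 3.04. In *im* the same interval had 594 DEGs higher at 19 DPA and 696 higher at 16 DPA, or 54.0%. Under the material labels 1138 were higher at 19 DPA and 1882, or 62.3%, at 16 DPA in TM-1, and 177 and 241, or 57.7%, in *im*. Without Aquantile scaling, 165 were higher at 19 DPA and 1940 at 16 DPA in TM-1, and 163 and 1216 in *im*. The larger side turned with no filter on faint spots, with 2403 higher at 19 DPA and 2127 at 16 DPA in TM-1 and 2128 and 1845 in *im*, and in *im* also without replicate 1 (99 and 77), 2 (99 and 87) or 3 (848 and 714) and with negative flags left out (613 and 567).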

Out of 801 DEGs, only 187 genes remained up-regulated at 19 DPA, whereas 614 genes were up-regulated at 16 DPA but down-regulated at 19 DPA, implying that 16 DPA is an important fiber developmental stage for TM-1. 

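Between 13 and 16 DPA in *im*, 13 probes rose and 20 fell. In TM-1, 106 rose and 106 fell over the same interval. The DEGs had a median fold change of 4.51 in *im* and 3.56 in TM-1. Before adjustment for the number of probes, 1161 probes had a p under 0.05 in *im* and 1806 in TM-1. Mean changes of at least 2-fold, whether or not they passed the test, were found for 842 probes in *im*, 190 higher at 16 DPA and 652 at 13 DPA, and for 1359 in TM-1, 358 and 1001. In TM-1 the DEGs that rose and fell numbered 45 and 6, 32 and 11, and 70 and 45 without replicate 1, 2 or 3, and 217 and 75 with no filter on faint spots, whereas more fell with normexp (112 and 150), with either dye faint left out (93 and 135), without Aquantile scaling (47 and 69) and with only the channels of the line (116 and 142). In *im* more DEGs rose than fell without replicate 1 (9 and 1) or 2 (3 and 0), without Aquantile scaling (5 and 0), with no filter on faint spots (44 and 19), with either dye faint left out (8 and 7), with a dye term (13 and 10) and with negative flags left out (15 and 5).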

In the *im* mutant, only 98 genes (16 vs. 13 DPA) were differentially expressed, compared with 494 DEGs (16 vs. 13 DPA) in TM-1, indicating that the gene expression profiles at 13 and 16 DPA in the *im* mutant were very similar and that relatively few changes in gene expression occurred in the mutant during the fiber elongation period.

**Figure 4:**
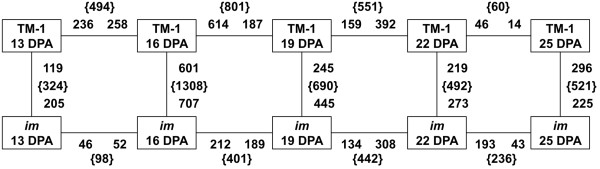
**Number of DEGs within and between TM-1 and *im *mutant.** Microarray analysis was performed on three replicates of each sample at five stages (represented by boxes) for both accessions. Numbers on or beside the line designate the number of up-regulated genes (at least 2-fold and FDR < 0.05) relative to their adjacent developmental stage or between two accessions, with the total number of genes in the comparison given in brackets.

Differences in gene expression between TM-1 and the *im* mutant at each fiber developmental time point were also determined in order to reveal the transcriptomic changes associated with the mutation of the *Im* gene. Notably, the greatest number of varied genes between TM-1 and the *im* mutant was observed at 16 DPA, with a total of 1308 DEGs, suggesting that 16 DPA is a key developmental transition stage affected by the mutation of the *Im* gene.

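At 16 DPA, 1516 of the 16647 probes tested differed between the lines, 682 higher in TM-1 and 834 higher in *im*. This was 1.83 times the next count, that of 19 DPA, where 305 probes were higher in TM-1 and 522 in *im*. At 22 DPA 272 were higher in TM-1 and 299 in *im*, and at 25 DPA 344 and 340. The sides depended on the setting. On the probes tested at all 5 stages they were 515 and 514 at 16 DPA, 137 and 251 at 22 DPA, and 199 and 263 at 25 DPA. With a dye term they were 292 and 283 at 22 DPA, and with median centring 440 and 304 at 25 DPA. Of the 1516 DEGs at 16 DPA, 1344 were measured on all 3 arrays, and all of these had the same direction on each array. The median fold change of the DEGs at 16 DPA was 2.41. Probe 384P28_C_21 was 13.0-fold higher in TM-1 at 16 DPA, with a log2 ratio of 3.71 ± 0.13 (SD, n = 3 arrays; adjusted p = 1.32e-10 from limma). It was under 400 units in *im* on 1 of these arrays. Its log2 ratio was 0.29 at 13 DPA and 0.47 at 19 DPA. Probe 384P58_I_20 was 16.2-fold higher in *im* at 16 DPA, with a log2 ratio of -4.02 ± 0.46 (SD, n = 3 arrays; adjusted p = 1.89e-06 from limma). It was higher in *im* at all 5 stages, from a measured 33.8-fold at 19 DPA, where TM-1 was under 400 units on 2 of the 3 arrays, to a log2 ratio of -1.09 at 25 DPA. Probe 384P40_C_19 was under 400 units in *im* on all 3 arrays and was at least 7.12-fold higher in TM-1 (adjusted p = 3.33e-05 from limma). Probe 384P23_B_18 was under 400 units in TM-1 and was at least 13.1-fold higher in *im* (adjusted p = 0.000405 from limma). These bounds set the line with signal against, per array, the lowest normalized value of probes over 400 units or the probe's own value where that was higher. The count was highest at 16 DPA in 14 of the 16 other settings that could move it, and the 2 readings of the dye labels without a swap gave at most 7 DEGs at any stage. From the size of this count beside those of the other stages, the paper proposes that 16 DPA is a transition stage that the mutation affects.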

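At 19 DPA, probe 384P40_C_18 was 10.2-fold higher in TM-1, with a log2 ratio of 3.36 ± 0.05 (SD, n = 3 arrays; adjusted p = 1.13e-07 from limma), and it was already higher in TM-1 at 16 DPA, with a log2 ratio of 1.64. At 22 DPA, probe 384P41_N_09 was 25.8-fold higher in TM-1 (log2 ratio 4.69 ± 0.22, SD, n = 3 arrays; adjusted p = 7.43e-07 from limma), and probe 384P41_B_07 was 17.1-fold higher (log2 ratio 4.09 ± 1.01, SD, n = 3 arrays; adjusted p = 0.00016 from limma). Both were under 400 units in *im* on 2 of the 3 arrays, so these fold changes rest in part on values under that limit. At 25 DPA both were higher in *im*, by 23.2-fold and 21.6-fold, and the second was under 400 units in TM-1 on 1 array. Under the material labels both were higher in *im* at 22 DPA too. Neither was measured at 13, 16 or 19 DPA on enough arrays to be tested. On the *im* side at 22 DPA, probe 384P47_I_08 had a measured difference of 4.66-fold, with TM-1 under 400 units on 2 of the 3 arrays. Probe 384P13_K_05 was higher in *im* at 16, 19, 22 and 25 DPA, by 4.37-fold at 22 DPA, where TM-1 was under 400 units on 1 array. Probe 384P45_E_16 was 8.13-fold higher in TM-1 at 25 DPA, with log2 ratios between -0.85 and 0.79 at the other stages.

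**Figure D2:**
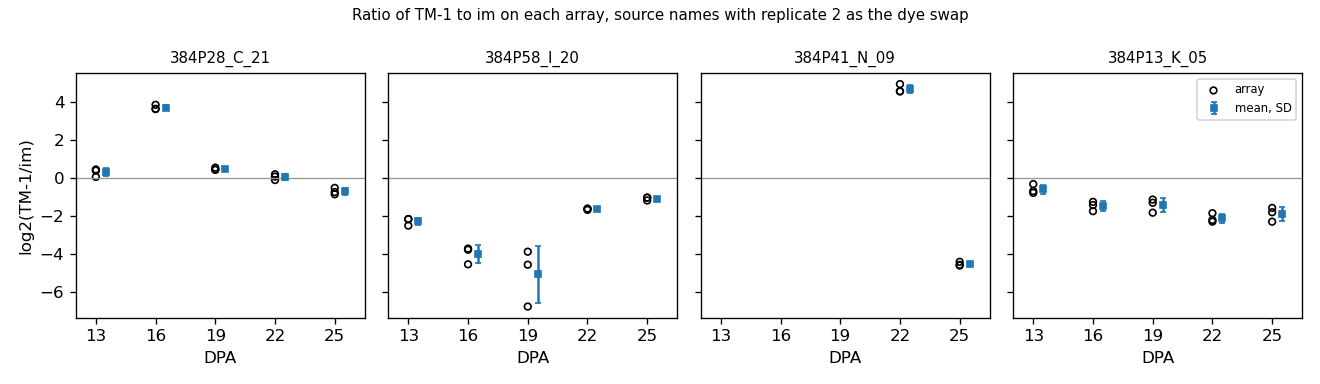
log2(TM-1/*im*) (y axis) of 4 probes against the stage (x axis, DPA), with lines named by source names. Open circles are the 3 arrays of a stage, and squares are their mean with the SD. Probe 384P28_C_21 stands above 3.6 at 16 DPA only, and probe 384P41_N_09 lies above 4 at 22 DPA and below -4 at 25 DPA.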

### Gene ontology (GO) categories associated with DEGs within TM-1 and *im* mutant

In order to explore the functions associated with altered gene expression, we compiled DEGs for various comparisons of the array data into GO categories and used Fisher’s exact test to identify enriched GO terms. Enrichment analysis revealed that many over-represented GO terms (FDR < 0.05) were parent-child relationships. Therefore, we used the “show only most specific terms” function in the Blast2GO program to return the child GO terms or tip GO terms. The most specific GO terms in the biological process category between adjacent time points within TM-1 and the *im* mutant are listed in Table 2 and discussed below. The complete information on over-represented GO terms is presented in Additional file 1.

**Table 2:** **Catalog of specific biological processes statistically over-represented during fiber developmental stages of TM-1 and *im *** **mutant (FDR < 0.05)**

**Developmental stage comparison**	**Process upregulated in TM-1 or *im***	**GO annotation**	**Functional categories**	**FDR**
**16 vs. 13 DPA, up-regulated at 16 DPA**	**TM-1**	GO:0009834	Secondary cell wall biogenesis	1.7E-04
		GO:0010417	Glucuronoxylan biosynthetic process	2.7E-04
	***im***	NA	NA	NA
**16 vs. 13 dpa, up-regulated at 13 DPA**	**TM-1**	GO:0009813	Flavonoid biosynthetic process	7.1E-10
		GO:0010466	Negative regulation of peptidase activity	3.1E-02
	***im***	GO:0043617	Cellular response to sucrose starvation	8.9E-04
		GO:0006529	Asparagine biosynthetic process	9.3E-04
		GO:0009744	Response to sucrose stimulus	9.8E-03
		GO:0009646	Response to absence of light	9.8E-03
		GO:0009063	Cellular amino acid catabolic process	1.2E-02
		GO:0009750	Response to fructose stimulus	1.7E-02
		GO:0006541	Glutamine metabolic process	2.2E-02
		GO:0009749	Response to glucose stimulus	3.1E-02
		GO:0009835	Ripening	3.3E-02
**19 vs. 16 DPA, up-regulated at 19 DPA**	**TM-1**	NA	NA	NA
	***im***	GO:0009834	Secondary cell wall biogenesis	1.3E-03
		GO:0030244	Cellulose biosynthetic process	6.0E-03
		GO:0007047	Cellular cell wall organization	7.9E-03
		GO:0010417	Glucuronoxylan biosynthetic process	4.1E-02
**19 vs. 16 DPA, up-regulated at 16 DPA**	**TM-1**	GO:0010025	Wax biosynthetic process	7.7E-05
		GO:0009664	Plant-type cell wall organization	1.6E-02
		GO:0006723	Cuticle hydrocarbon biosynthetic process	1.6E-02
		GO:0009826	Unidimensional cell growth	3.1E-02
	***im***	GO:0043086	Negative regulation of catalytic activity	2.2E-02
**22 vs. 19 DPA, up-regulated at 22 DPA**	**TM-1**	GO:0010200	Response to chitin	2.0E-05
		GO:0050832	Defense response to fungus	6.1E-03
		GO:0009738	Abscisic acid mediated signaling pathway	2.8E-02
	***im***	GO:0010200	Response to chitin	9.0E-04
		GO:0050832	Defense response to fungus	2.9E-02
		GO:0001666	Response to hypoxia	3.7E-02
**22 vs. 19 DPA, up-regulated at 19 DPA**	**TM-1**	GO:0009834	Secondary cell wall biogenesis	2.2E-03
		GO:0016126	Sterol biosynthetic process	1.8E-02
		GO:0035435	Phosphate transmembrane transport	2.6E-02
	***im***	GO:0010025	Wax biosynthetic process	1.9E-08
		GO:0000038	Very-long-chain fatty acid metabolic process	1.3E-04
		GO:0035435	Phosphate transmembrane transport	1.0E-02
		GO:0006723	Cuticle hydrocarbon biosynthetic process	4.3E-02
**25 vs. 22 DPA, up-regulated at 25 DPA**	**TM-1**	GO:0043617	Cellular response to sucrose starvation	1.5E-02
		GO:0006529	Asparagine biosynthetic process	1.5E-02
	***im***	NA	NA	NA
**25 vs. 22 DPA, up-regulated at 22 dpa**	**TM-1**	GO:0009809	Lignin biosynthetic process	1.8E-03
	***im***	GO:0010200	Response to chitin	8.0E-17
		GO:0010120	Camalexin biosynthetic process	2.3E-02
		GO:0050832	Defense response to fungus	4.0E-02
		GO:0000169	Activation of MAPK activity involved in osmosensory signaling pathway	4.9E-02

NA, no result.

FDR, false discovery rate.

During the interval 13–16 DPA, up-regulated DEGs at 16 DPA in TM-1 were involved in “secondary cell wall biogenesis” (GO:0009834, FDR = 1.7E-4) and “glucuronoxylan biosynthetic process” (GO:0010417, FDR = 2.7E-4). The two over-represented GO terms contained some important SCW-related genes reported in previous studies, such as fasciclin-like arabinogalactan protein genes, *GhFLA5* and *GhFLA6*, which are putative homologues of *AtFLA12* and *AtFLA11*, respectively, previously implicated in SCW formation in *Arabidopsis thaliana*[22,23]; putative *PARVUS* gene which affects the development of SCW by regulating the biosynthesis of xylan [24]; and putative homologues of *Arabidopsis IRX7/FRA8*, *IRX9* and *IRX10/GUT2* genes necessary for normal SCW development [25-27]. In addition, *GhCesA2*, an important marker for onset of SCW biosynthesis gene in cotton fiber [28], and the *Chitinase-like* gene (*GhCTL2*), which is preferentially expressed during fiber SCW deposition, also showed higher transcript levels at 16 DPA [29]. Furthermore, no over-represented GO terms were among the up-regulated DEGs at 19 DPA in TM-1 (19 vs. 16 DPA). These results further indicated that onset of SCW biosynthesis for fiber in TM-1 occurred at 16 DPA.

During the same developmental interval 13–16 DPA, no GO terms (FDR < 0.05) were significantly up-regulated at 16 DPA in the *im* mutant. However, up-regulated DEGs at 19 DPA during the interval 16–19 DPA in *im* mutant were found to be involved in four biological processes associated with fiber cell wall development, including “cellular cell wall organization” (GO:0007047, FDR = 7.9E-3), “glucuronoxylan biosynthetic process” (GO:0010417, FDR = 4.1E-2), “secondary cell wall biogenesis” (GO:0009834, FDR = 1.3E-3) and “cellulose biosynthetic process” (GO:0030244, FDR = 6.0E-3). The results indicated that fibers in *im* mutant were undergoing cellulose synthesis and SCW thickening at 19 DPA, suggesting that SCW biosynthesis for fibers in *im* mutant began later (~19 DPA) than that in TM-1.

In TM-1, over-represented GO terms for up-regulated DEGs at 16 DPA during the interval 16-19 DPA included (i) “wax biosynthetic process” (GO:0010025, FDR = 7.7E-5), containing 3-ketoacyl-CoA synthase genes which participate in synthesis of very long-chain fatty acids and regulate fiber elongation [30]; (ii) “cuticle hydrocarbon biosynthetic process” (GO:0006723, FDR = 1.6E-2), containing the genes encoding WAX2 protein which influences the morphogenesis of trichomes [31]; (iii) “plant-type cell wall organization” (GO:0009664, FDR = 1.6E-2), containing expansin genes which play important roles in cell wall loosening and extension during early fiber development [32]; (iv) and “unidimensional cell growth” (GO:0009826, FDR = 3.1E-2), potentially reflecting the developmental process of polar cell elongation. In contrast, similar results were observed in the subsequent developmental comparison (22 vs. 19 DPA) in *im* mutant, and the same over-represented GO terms were up-regulated at 19 DPA (Table 2). These results provided indirect evidence that the fiber developmental program of secondary wall biosynthesis started earlier in TM-1 than in *im* mutant.

During the interval 19–22 DPA, TM-1 and *im* mutant had some over-represented GO terms in common for up-regulated DEGs at 22 DPA, suggesting that the two lines may have undergone similar biological processes during this stage of fiber development. However, over-represented GO terms unique to each of the two accessions were also found. For example, “abscisic acid mediated signaling pathway” (GO:0009738, FDR = 2.8E-2) was over-represented in TM-1, which is known to mediate fiber SCW thickening [33,34]. However, the over-represented GO terms specific to the *im* mutant were not associated with fiber development.

During the interval 22–25 DPA, over-represented GO terms among up-regulated genes at 25 DPA in TM-1 included “cellular response to sucrose starvation” (GO:0043617, FDR = 1.5E-2) and “asparagines metabolic process” (GO:0006528, FDR = 1.5E-2), which were potentially related to sucrose flux, an important sugar signaling for plant growth, development and physiology [35]. “Lignin metabolic process” (GO:0009808, FDR = 5.0E-3) was detected in the up-regulated genes at 22 DPA in TM-1. However, unlike SCWs of other plant cells, the cotton fiber SCW contains few non-cellulosic components and apparently little or no lignin. Genes in the lignin biosynthesis pathway may have other functions, since they also participate in other metabolic pathways, such as the phenylpropanoid pathway, and they have a potential effect on cotton fiber quality properties [11]. While no enriched GO terms for up-regulated DEGs was identified at 25 DPA in *im* mutant, “activation of MAPK activity involved in osmosensory signaling pathway” (GO:0000169, FDR = 4.9E-2) was over-represented among up-regulated DEGs at 22 DPA, reflecting the variation of cell osmotic potential in *im* mutant during fiber development.

### Over-represented GO terms of DEGs between TM-1 and *im* mutant during fiber development

Functional annotation and enrichment analysis of DEGs between TM-1 and *im* mutant at each time point were also performed by using the Blast2GO program. As described above, the most specific GO terms in biological process between the two lines are listed in Table 3 and discussed in the sections below. The complete information on over-represented GO terms is given in Additional file 2.

**Table 3:** **List of developmental stage-specific biological processes over-represented (FDR < 0.05) for up-regulated DEGs in TM-1 (TM-1 vs. *im *** **mutant)**

**Developmental stage**	**GO annotation**	**Functional categories**	**FDR**
**13 DPA**	GO:0010200	Response to chitin	6.8E-08
	GO:0050832	Defense response to fungus	3.9E-02
**16 DPA**	GO:0009086	Methionine biosynthetic process	8.0E-06
	GO:0030244	Cellulose biosynthetic process	9.9E-04
	GO:0009834	Secondary cell wall biogenesis	3.2E-03
	GO:0010417	Glucuronoxylan biosynthetic process	4.1E-03
	GO:0006529	Asparagine biosynthetic process	4.1E-03
	GO:0010248	Establishment or maintenance of transmembrane electrochemical gradient	5.4E-03
	GO:0010951	Negative regulation of endopeptidase activity	5.4E-03
	GO:0015992	Proton transport	1.4E-02
	GO:0043617	Cellular response to sucrose starvation	2.0E-02
	GO:0007047	Cellular cell wall organization	2.4E-02
	GO:0019305	dTDP-rhamnose biosynthetic process	3.2E-02
**19 DPA**	GO:0005985	Sucrose metabolic process	2.8E-04
	GO:0010417	Glucuronoxylan biosynthetic process	9.3E-03
	GO:0009834	Secondary cell wall biogenesis	2.5E-02
	GO:0009877	Nodulation	3.5E-02
	GO:0052386	Cell wall thickening	3.7E-02
**22 DPA**	NA	NA	NA
**25 DPA**	GO:0010200	Response to chitin	5.2E-28
	GO:0050832	Defense response to fungus	2.4E-04
	GO:0006351	Transcription, DNA-dependent	2.5E-03
	GO:0009725	Response to hormone stimulus	5.2E-03
	GO:0045087	Innate immune response	4.1E-02
	GO:0009409	Response to cold	4.3E-02

NA, no result.

FDR, false discovery rate.

A comparison of DEGs in the two lines at 13 DPA showed “response to chitin” (GO:0010200, FDR = 6.8E-8) and “defense response to fungus” (GO:0050832, FDR = 3.9E-2) were over-represented (FDR < 0.05). Chitin is a common component of fungal cell walls. When fungi attack, plant immune responses are induced, and an enzyme that digests chitin is produced [36]. However, cotton fibers are unlikely to be primary target sites of attack by fungi. Many of the DEGs with enriched GO terms encode transcription factors (TFs), such as zinc finger protein (*ATL2*, *CZF1/ZFAR1*), heat shock factor (*HSFB2A*), AP2/ERF (*ERF2*) and WRKY (*WRKY33*). TFs generally have multiple functions in diverse processes. Therefore, DEGs related to these over-represented GO terms may play other roles in the fiber development process and require further investigation.

At 16 DPA, the following biological processes for up-regulated DEGs in TM-1 were included in the over-represented categories: (i) “secondary cell wall biogenesis” (GO:0009834, FDR = 3.2E-3), the most important event for fiber later development; (ii) “cellulose biosynthetic process” (GO:0030244, FDR = 9.9E-4), contributing to forming the major component of SCW; (iii) “glucuronoxylan biosynthetic process” (GO:0010417, FDR = 4.1E-3), containing important glycosyltransferase genes required for normal SCW biosynthesis [25-27]; (iv) “cellular cell wall organization” (GO:0007047, FDR = 2.4E-2), with genes encoding SCW-related cellulose synthase [37]. In addition, other important functional categories included “proton transport” (GO:0015992, FDR = 1.4E-2) and “establishment or maintenance of transmembrane electrochemical gradient” (GO:0010248, FDR = 5.4E-2), comprised of genes for H^+^-ATPase, proton pump interactor and vacuolar H^+^-translocating inorganic pyrophosphatase, which are important for regulation of electrochemical proton gradient and osmotic potential in the cell and also exert effects on plant growth and development [38,39].

At 19 DPA, up-regulated DEGs in TM-1 were associated with some of the same over-represented categories which were enriched at 16 DPA (Table 3). Aside from these common GO terms, other over-represented GO terms at 19 DPA included (i) “sucrose metabolic process” (GO:0005985, FDR = 2.8E-2), containing the genes encoding sucrose synthase, a key enzyme for fiber development, which degrades sucrose to supply UDPG as a substrate for cellulose biosynthesis [40]; and (ii) “cell wall thickening” (GO:0052386, FDR = 3.7E-2), containing the gene encoding l,3-β-glucanase, which is expressed at a low mRNA level in the elongation fibers but at a high mRNA level during SCW biosynthesis [41,42].

At 22 DPA, none of the GO terms were over-represented, but genes for putatively important seed storage proteins vicilin and legumin [43] were significantly up-regulated in TM-1 with 25.8 and 15.7-fold changes, respectively, implying putative inanition in *im* mutant during fiber development.

A comparison between the two lines at 25 DPA, the rapid SCW thickening stage, showed “response to chitin” (GO:0010200, FDR = 5.2E-28), “response to hormone stimulus” (GO:0009725, FDR = 5.2E-3) and “transcription, DNA-dependent” (GO:0006351, FDR = 2.5E-3) to be over-represented in TM-1. Most DEGs related to these GO terms encode TFs, including AP2/EREBP, NAC, zinc finger and WRKY proteins. The differential expression of these regulatory elements between TM-1 and *im* mutant emphasize the importance of this time point (25 DPA) in fiber SCW development.

### Carbohydrate active enzymes are involved in SCW biogenesis

Many over-represented GO terms of DEGs between TM-1 and *im* mutant were found to be related to cell wall biosynthesis and carbohydrate metabolism. Of them, most DEGs involved in these GO terms encode carbohydrate active enzymes. So we classified these DEGs into corresponding carbohydrate active enzymes families based on the Carbohydrate-Active Enzyme (CAZy) database [44] (http://www.cazy.org/) (Figure 5). A total of 55 DEGs belonged to 19 different glycosyltransferase (GT) and glycoside hydrolase (GH) families. Among GTs, the GT2 family contains cotton GhCesA2 and GhCesA5, which are similar to *Arabidopsis* CesA4 and CesA7, respectively, two SCW-relative cellulose synthases [37]. The GT4 family contains several different isoforms of sucrose synthase, which has been demonstrated to be an integral component of the cellulose synthase rosette [45]. Putative homologues of *Arabidopsis PARVUS*, *IRX9*, *IRX14*, *IRX7/FRA8* and *IRX10/GUT2* genes encode glycosyltransferases that belong to corresponding GT8, GT43 and GT47 families and regulate biosynthesis of polysaccharides matrix to affect SCW integrity [24-27,46]. Among GHs, endo-1,4-beta-glucanase belong to GH9, which is required for cellulose deposition. It presumably removes the primer from the growing cellulose chain, cleaves glucan chains to release tensional stress of cellulose crystallization or releases newly synthesized cellulose fibrils [47]. 1,3-beta-glucanase belongs to the GH17 family and has been proposed to degrade callose, which is deposited at the fiber base, and to open the plasmodesmta to promote transition from fiber elongation to SCW biosynthesis [42]. Beta-xylosidase belongs to the GH3 family and was reported to be involved in SCW metabolism and plant development [48]. Chitinase is a member of the GH19 family. We identified a chitinase-like protein gene (*GhCTL2*) in the microarray analysis, which was proposed to be expressed preferentially in cotton cells with secondary walls [29]. Interestingly, all of these genes had higher transcript levels in TM-1 than in the *im* mutant at 16 and/or 19 DPA, suggesting that they have roles in regulating the onset stage of SCW biosynthesis of cotton fiber.

**Figure 5:**
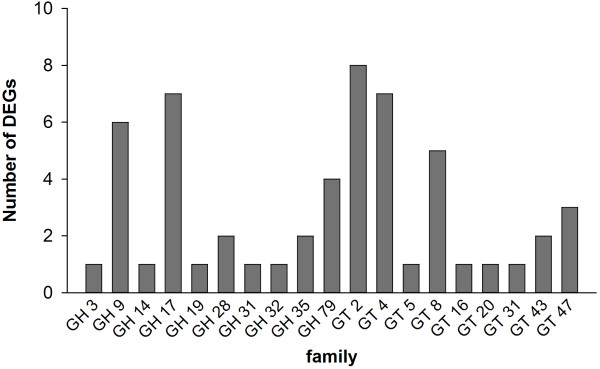
**Carbohydrate active enzyme family genes differentially expressed between TM-1 and *im *mutant.** GT, glycosyltransferase; GH, glycoside hydrolase.

### Confirmation of differential gene expression using quantitative real-time PCR (qRT-PCR)

Based on enrichment analysis of biological processes and expression profiles of genes differentially expressed during the transition and SCW biosynthesis stages of fiber development between TM-1 and *im* mutant, a total of 12 genes were selected for verification of the microarray data by qRT-PCR (Figure 6A). Although the microarray data at certain fiber developmental points were not supported well by qRT-PCR analysis, which may be partially due to cross-hybridization on the array with other family genes with similar sequences, most detected genes showed the same expression tendency by both methods. Overall, results of qRT-PCR were in agreement with the chip data with a high correlation coefficient (*R* = 0.85) (Figure 6B), supporting the validity of the microarray data in this study.

**Figure 6:**
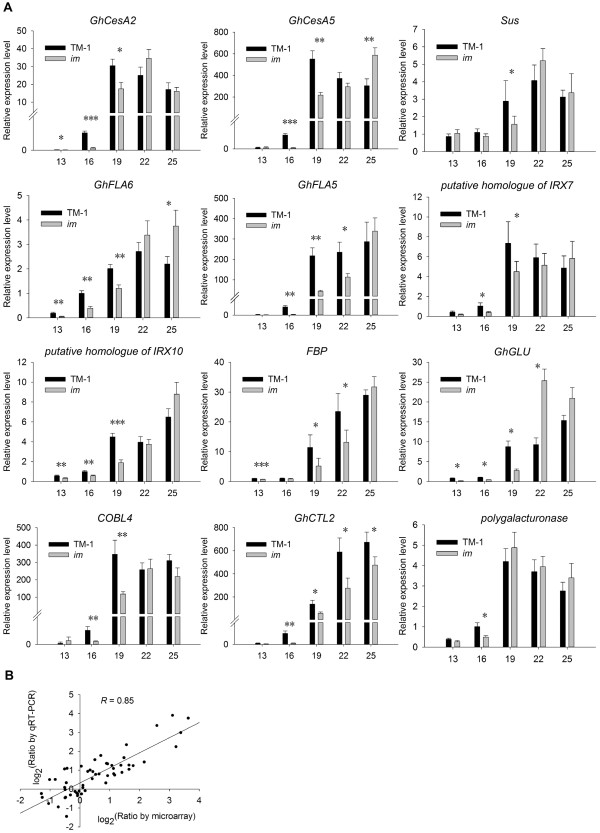
**qRT-PCR validation of selected DEGs. (A)** The x-axis represents five developmental periods, and the y-axis indicates the relative expression value by qRT-PCR analysis. Data shown are means of three biological replicates. Error bars indicate ± SD. **(B)** Comparison of gene expression ratios observed by microarray and qRT-PCR analyses. Data are from 12 probe sets at five time points between TM-1 and the *im* mutant. The microarray log_2_^(expression ratio)^ values (x-axis) are plotted against the log_2_^(expression ratio)^ obtained by qRT-PCR (y-axis). Asterisks indicate significant differences of expressional level (Student’s *t* test, *P < 0.05, **P < 0.01, ***P < 0.001) between TM-1 and the *im* mutant at same developmental stage.

## Discussion

### The *Im* gene plays a key role in fiber development

The *im* mutant was identified as a mutant defective in fiber SCW development, which is due to the mutation of the *Im* gene [4]. It also had great influence on multiple fiber quality and yield traits, especially fiber maturity, micronaire and lint percentage affected by fiber SCW development [7,8]. In this study, the thickness of fiber SCW in the *im* mutant was reduced by about 20% compared with that in TM-1, which may be attributed to a reduction in deposition of cellulose, the main cell wall component in mature fibers. As an important indirect substrate for cellulose synthesis, the sucrose content in fibers of the mutant also was less than that in fibers of TM-1 during the rapid cellulose synthesis stage. The mutation of the *Im* gene was presumed to cause abnormal carbohydrate metabolism and a reduced amount of sucrose entering the cellulose synthesis pathway. As a result, the *im* mutant had low cellulose content, thin cell walls, as well as poor fiber fineness, fiber maturity and lint percentage.

### Asynchronous fiber developmental program in TM-1 and *im* mutant

During fiber development, fiber elongation and SCW biosynthesis overlap by several days. The onset of SCW biosynthesis typically occurs from 16–21 DPA [1,2]. In this study, we explored global patterns of gene expression in developing fibers of the *im* mutant and its NIL, TM-1, by the microarray method and revealed transcriptomic changes both within and between the two lines at different fiber developmental stages. The distribution of DEGs and over-represented GO terms within TM-1 and *im* mutant provided indications that fibers in TM-1 began to form SCW approximately from 16 DPA, whereas the same fiber developmental program in *im* was delayed until 19 DPA. Expression data from both microarray and qRT-PCR analyses showed higher transcript levels for some important SCW-related genes in TM-1 at 16 DPA. Significantly fewer transcriptomic changes were observed between TM-1 and the *im* mutant at 13 DPA, the elongation stage of fiber development, compared with the large number of DEGs between the two lines at 16 and 19 DPA, the onset of SCW biosynthesis. 

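At 13 DPA, 382 of 18363 probes tested were DEGs between the lines, 150 higher in TM-1 and 232 higher in *im*. Compared with this stage, the count was 3.97 times as large at 16 DPA and 2.16 times as large at 19 DPA. DEGs were 2.08% of the probes tested at 13 DPA, 9.11% at 16 DPA and 4.94% at 19 DPA. Probe 384P68_N_04 was 11.2-fold higher in *im* at 13 DPA, with a log2 ratio of -3.48 ± 0.12 (SD, n = 3 arrays; adjusted p = 5.02e-05 from limma), was under 400 units in TM-1 on 1 of the arrays, and was not measured on enough arrays to be tested at the other stages. Among probes tested at both 13 and 16 DPA, 80 were DEGs in the same direction at both stages, where chance would give 14.3, and 59 in opposite directions, where chance would give 13.5, and the material labels exchange these counts. Between 13 and 19 DPA, 26 were shared in the same direction and 32 in opposite directions, against 8.42 and 7.30 by chance. The chance values take calls at different stages as independent. The fit gives each probe a single spread for all stages, so the calls are not, and these overlaps do not test for shared differences. With spots left out where either dye was under 400 units, there were 252 DEGs at 13 DPA, and 248 on the probes tested at all 5 stages.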

The asynchronous fiber developmental program in TM-1 and the *im* mutant suggests a defect in fiber development caused by the mutation of the *Im* gene.

### Carbohydrate metabolism and SCW biosynthesis

Secondary wall development of cotton fibers continues for a very long period of time, and cellulose synthesis and SCW thickening are the most important events during this developmental stage with many carbohydrate-active enzymes involved in this complex process. Pear et al. [28] first reported two cotton cellulose synthase genes, *GhCesA1* and *GhCesA2*, responsible for the SCW thickening of fibers. *GhCesA5* is similar to the *Arabidopsis* SCW-related gene *AtCesA7* and was reported to be co-expressed with *GhCesA1* and *GhCesA2* during cotton fiber secondary wall deposition [49]. In the present study, *GhCesA2* and *GhCesA5* shared similar expression patterns and exhibited several fold higher expression levels in TM-1 at the onset of SCW biosynthesis, suggesting a difference in cellulose synthesis between the two lines. During fiber development, approximately 80% of total carbon entering the fibers is converted to cellulose during the peak secondary wall synthesis stage, and much of the imported carbon is mainly in the form of sucrose [50]. Sucrose synthase (Sus) cleaves sucrose and supplies UDPG as a substrate for cellulose biosynthesis. It plays a critical role of Sus in channeling UDPG to the cellulose synthase [45]. In our microarray experiment, three cotton *Sus* genes were highly expressed and coordinately up-regulated with two cellulose synthase genes, *GhCesA2* and *GhCesA5*, during SCW thickening in TM-1 compared with that in the *im* mutant. The result is consistent with another report in poplar [51]. Fructose-1,6-bisphosphatase (FBP) is regarded as a key enzyme in the sucrose biosynthetic pathway [52]. Sharkey et al. [53] reported that conversion of carbon into sucrose is significantly reduced in *Flaveria linearis* mutants lacking cytosolic FBP activity. A decrease in the expression of *FBP* in *Solanum tuberosum*[54], *Arabidopsis thaliana*[55] and *Oryza sativa*[56] also was shown to lead to a reduction of sucrose synthesis. In the current study, *FBP* showed a higher expression level in TM-1 than in *im* mutant at the early stage of SCW biosynthesis, suggesting that more sucrose was synthesized earlier in TM-1 for supporting cellulose biosynthesis. In addition, the 1,3-beta-glucanase mRNA level was low in the elongation fibers but high during SCW biosynthesis [41]. Ruan et al. [42] proposed its role in fiber development, which may degrade callose deposition at the fiber base and open the plasmodesmta to promote the transition from fiber elongation to SCW biosynthesis. *GhCTL2* encoding a chitinase-like protein is known to be abundantly expressed during SCW biosynthesis [29], but the mechanism by which it acts is unclear.

In *Arabidopsis*, many irregular xylem mutants show defects in the development of secondary walls caused by loss of function of important carbohydrate active enzyme genes. In this study, we identified several orthologous genes of *Arabidopsis IRX* genes required for normal development of SCW, including *IRX7/FAR8*, *IRX9* and *IRX10/GUT2*[25,27,57]. They showed similar expression patterns and were up-regulated in TM-1 at 16 and/or 19 DPA, compared with *im* mutant, suggesting a putative variation in noncellulosic polysaccharide matrix between the two lines.

Arabinogalactan proteins (AGPs) are a kind of structural protein in plant cell wall. Fasciclin-like arabinogalactan proteins (FLAs) comprise one of the subclasses of AGPs [58]. Many studies have shown that FLAs are closely linked to SCW biosynthesis in different plants, including *Arabidopsis*, *Eucalyptus*, *Populus* and *Zinnia elegans*[59-61]. *GhFLA5* and *GhFLA6* are orthologous genes of *AtFLA12* and *AtFLA11* in cotton, respectively. Knockout of *AtFLA11* and *AtFLA12* has been shown to reduce cellulose and lignin content and affect stem tensile strength and stiffness, suggesting that *GhFLA5* and *GhFLA6* have similar functions as their counterparts in *Arabidopsis*[61]. By microarray analysis, we identified an orthologous gene of *Arabidopsis COBRA-like 4 (AtCOBL4)* which encodes a glycosylphosphatidylinositol (GPI)-anchored protein and is co-expressed with SCW-related *CesA* genes during SCW biosynthesis in *Arabidopsis*[22,23]. Its transcript abundance was approximately 9-fold higher in TM-1 than in *im* mutant at 16 DPA. Although the effect of this orthologous gene of *AtCOBL4* on fiber development is unknown, studies of the maize and rice orthologs of *AtCOBL4* suggest that it may be required for regulating deposition of SCW components [62,63].

### Toward mining *Im* candidate genes

In the comparative analysis of transcript profiling between TM-1 and the *im* mutant during fiber SCW development, a large number of DEGs were detected. Aside from the many genes involved in cellulose synthesis and SCW development, some genes, including *PARVUS*, *IRX7/FRA8*, *IRX9* and *IRX10* that participate in biosynthesis of hemicelluloses polysaccharides matrix and are necessary for normal development of xylem in *Arabidopsis*, were also found to be differentially expressed between TM-1 and the *im* mutant [64]. Although the role of these genes in SCW development of cotton fibers is unknown, these results suggest that the mutation of the *Im* gene caused variations of multiple cell wall components. We presumed that the *Im* gene may be an important regulatory element affecting fiber SCW development.

TFs are regulators that play key roles in plant development. However, in differentially expressed TF genes, we didn’t detect some TFs such as NAC, MYB and WRKY TFs reported to play important roles in regulating SCW development in previous studies [65,66]. One explanation is that the transcript encoding TF may not have been included in the microarray probe sets, or alternatively, it has very low abundance. Therefore, map-based cloning of *Im* should be conducted for cloning this important gene, elucidating its molecular mechanism and further genetic manipulation to improve fiber fineness and maturity.

Recently, information on the cotton D genome was published by Paterson et al. [67]. Using this information as a reference for mapping of the *Im* gene, molecular markers linked to the *im* locus on the A3 chromosome in a previous study [7] were projected on the D3 chromosome scaffold by custom perl scripts, based on the homology between the two chromosomes. We found that the positions of these molecular markers on the linkage map were highly consistent with those on the physical scaffold (Additional file 3), and a total of 155 genes were predicted in the physical interval on D3 scaffold based on the gene prediction result of D genome published on Phytozome website (http://www.phytozome.net/cotton.php) (Additional file 4). Of those, 8 genes included in the microarray analysis showed no differential expression between TM-1 and the *im* mutant. GO analysis showed 23 genes involved in important biological processes, including “signaling”, “biological regulation”, “growth”, “developmental process”, “microtubule-based process” and “carbohydrate metabolic process” (Additional file 5). The functional roles of these candidate genes during fiber development and the *Im* gene will be confirmed by experimental validation in future studies.

## Conclusions

The immature fiber (*im*) mutant can be regarded as an ideal research material for exploring fiber secondary cell wall (SCW) biogenesis. From the study, we confirmed that the significant differences between TM-1 and *im* mutant in cellulose content, thickness of cell wall and sucrose content, with asynchronous fiber developmental program in fiber SCW process. We propose that *Im* is an important regulatory gene influencing temporal differences in expression of genes related to fiber SCW biosynthesis. This study contributes to an increased insight for elucidating molecular mechanism of fiber SCW development.

## Methods

### Plant materials

Upland cotton genetic standard line Texas Marker-1 (*G. hirsutum* acc. TM-1) and the *im* mutant with a TM-1 background [4] were kindly provided by Dr. Russell J. Kohel (United States Department of Agriculture, Agricultural Research Service, College Station, TX). After introduction, the plants were selfed and developed. The two NILs were planted in the experimental field (Nanjing, China) using general farming practices in 2008. Flowers were hand-pollinated and tagged on the day of anthesis. For each fiber developmental stage, three biological pool samples, each with ten plants, were tested. Developing bolls were collected at 9 am at 3-day intervals from 13 through 25 DPA, and fibers were dissected from the cotton bolls immediately, frozen in liquid nitrogen and stored at −80°C.

### Cellulose content analysis

Cellulose content in fibers of TM-1 and the *im* mutant at 19, 22, 25, 30, 35 and 40 DPA and maturation fiber developmental stages was detected by using the FOSS Fibertec™ 1020 system (FOSS Inc., Hillerød, Denmark). Each sample had three biological replicates.

### Soluble carbohydrate analysis

The method for analyzing carbohydrate deposition was performed as described by Ruan et al. [68]. Approximately 0.2 g of fiber was ground in liquid nitrogen. The samples were extracted with 4 mL of preheated 80% ethanol for 5 min at 80°C. After cooling, the samples were centrifuged at 12,000 × *g* for 10 min. The supernatants were collected, while the pellets were resuspended in 2 mL of 50% ethanol and centrifuged again as described above. The resulting pellet was re-extracted with 2 mL of water and re-centrifuged. The total 8 mL of supernatant collected was mixed with an equal volume of chloroform and shaken vigorously. The aqueous phase was collected, dried in a vacuum and redissolved in 1 mL of water. The sucrose, glucose and fructose contents were measured and analyzed using an anion-exchange HPLC system (Agilent 1100 series; Agilent technologies, Inc., Santa Clara, CA, USA), which consisted of a G1311A pump and a G1362A refraction index detector. Sugar compounds were separated on a Sugar-D column (4.6 × 250 mm, Nacalai Tesque Inc., Kyoto, Japan), using acetonitrile/water (75: 25, v/v) as the mobile phase at the flow rate of 1.0 mL/min. The injection volume was 40 μL. Quantification of each sugar was accomplished by comparing the peak areas of the samples with those of standard solutions.

### Measurement of cell wall thickness of fibers on semi-thin sections

Cotton fibers at 13, 19, 25 DPA and maturation stage were used for statistical analysis of the cell wall thickness on semi-thin sections. The cotton fibers were fixed for 12 h in 2.5% glutaraldehyde. After three washes with 0.2 M PBS buffer, the fibers were dehydrated in a series of ethanol (50–100%) and epoxy ethane and then embedded in Epon resin for 48 h at 60°C. The middle parts of the fibers were cut into thin sections (3 μm) on an LKBIII Ultratome, and then the resin was dissolved very slightly using NaOH. The slices were placed on glass slides and examined under a microscope (Olympus BX 51, Tokyo, Japan). The thickness of the cell wall was evaluated using the Image-pro Plus program (Olympus). Approximately 300 fibers were measured for each sample.

### RNA isolation, amplification and labeling

Total RNA samples at different fiber developmental stages from 13–25 DPA in TM-1 and the *im* mutant were extracted using the CTAB-sour phenol extraction method [69]. The isolated RNA was purified using the NucleoSpin® RNA clean-up kit (MACHEREY-NAGEL, Düren, Germany) and checked for quantity and integrity by spectrophotometry and 1.2% agarose formaldehyde denaturing gel electrophoresis. RNA amplification and labeling were performed using the cRNA Amplification and Labeling Kit (CapitalBio, Beijing, China) per the manufacturer’s protocol. Briefly, total RNA was reversely transcribed into double-stranded cDNA using the CbcScript enzyme. Subsequently, cRNA was synthesized from cDNA products using the T7 Enzyme Mix in the cRNA Amplification and Labeling Kit and purified using the NucleoSpin® RNA clean-up kit. After the cRNA was synthesized, the new cDNA was generated with random primers from the cRNA using CbcScript II enzyme in the kit. Finally, the transcription products were purified with the Nucleospin® Extract II Kit (MACHEREY-NAGEL). The cDNA sample from TM-1 and *im* mutant at the same fiber developmental stage was labeled with Cy5 and Cy3-dCTP, respectively. And Cy5 and Cy3-dCTP interchanged to be used to label cDNA samples in the dye swap experiment.

### Microarray hybridization and statistical analysis

The dual-dye 28 k cotton cDNA microarray platform (GPL8569), containing 29,184 probes from −3 to 25 DPA Upland cotton (*G. hirsutum* L. cv. Xuzhou 142) ovules and fibers, was used to analyze expression patterns. All microarray data have been deposited in Gene Expression Omnibus of NCBI (GEO series accession number GSE49617, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49617). Cy3 or Cy5-labeled cDNAs were dissolved in 80 μl of hybridization solution containing 3× SSC, 0.2% SDS, 5× Denhardt’s solution and 25% formamide. DNA was denatured in the hybridization solution at 95°C for 3 min prior to loading onto a microarray. Arrays were hybridized at 42°C overnight and washed with two consecutive solutions (0.2% SDS, 2× SSC at 42°C for 5 min, and 0.2× SSC for 5 min at room temperature). The experimental design involved pairwise hybridizations between the two lines (TM-1 and *im* mutant), with two biological replicates and a dye swap, for fiber samples at 13, 16, 19, 22 and 25 DPA. All microarrays were scanned with a LuxScan 10 K/A scanner (CapitalBio) and array images were analyzed with LuxScan™ 3.0 (CapitalBio).

Statistical analyses were carried out using the LIMMA program [70] based on the open source Bioconductor project (http://www.bioconductor.org) in R. Faint spots with intensity < 400 units after subtraction of the background were removed. Subsequently, the data were normalized within arrays using the “LOWESS” method [71] and across arrays by the “Aquantile” method [72]. Normalized data were fitted to linear models in LIMMA to analyze DEGs using a moderated t-statistic (eBays) method [73]. DEGs between the two accessions at each time point were determined from the hybridization signal ratios on each slide, while the differential across time within each accession was determined from *in silico* comparisons of single channel data as indicated. Genes with FDR < 0.05 and a fold change ≥ 2 were identified as DEGs. GO analysis was performed for functional categorization of DEGs using Blast2GO software (http://www.blast2go.com/) [74]. Blast2GO includes GO annotation of DEGs and the function enrichment analysis for statistical assessment of annotation differences between two sets of sequences, using Fisher’s exact test for each GO term. FDR controlled *P* values [75] (FDR < 0.05) were used for the assessment of over-represented GO terms.

### qRT-PCR analysis

First-strand cDNA was synthesized in a final reaction volume of 25 μl containing 2 μg of RNA, 0.5 μg oligo(dT), 200 units M-MLV RT (Promega, Madison, WI, USA; Cat# M1705), 1.25 μl dNTP (10 mM) and 25 units RNasin Ribonuclease Inhibitor (Promega, Cat# N2511) according to the manufacturer’s instructions. Gene-specific qRT-PCR primers were synthesized commercially (Genscript, Nanjing, China) as listed in Additional file 6. qRT-PCR was performed using the LightCycler FastStart DNA Master SYBR Green I kit (Roche, Basel, Swiss) in AB7500 Real-Time PCR detection system (Applied Biosystems, Carlsbad, CA, USA). The qRT-PCR cycles were as follows: (1) 95°C, 10 min; (2) 95°C, 15 s; 60°C, 1 min for 40 cycles; (3) melting curve analysis from 65 to 95°C (1 s hold per 0.2°C increase) to check the specificity of the amplified product. The cotton *histone 3* gene (Acc. No. AF024716, forward primer: GGTGGTGTGAAGAAGCCTCAT, reverse primer: AATTTCACGAACAAGCCTCTGGAA) was used as the internal control to normalize the level of expression, and the amplification efficiency of each gene was calculated. The Pfaffl method was used to analyze expression data [76].

## Competing interests

The authors have declared that no competing interests exist.

## Authors’ contributions

Experiments were designed by WZG with suggestions from TZZ. Experiments were performed by CW. Bioinformatics analyses were performed by CW and YDL. WTX helped to carry out the soluble carbohydrate analysis. CW and WZG drafted the manuscript and WZG revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Catalog of all biological processes statistically over-represented during fiber developmental stages of TM-1 and *im *** **mutant.** Excel file containing the list of all over-represented (FDR < 0.05) biological processes during fiber developmental stages of TM-1 and *im* mutant. Click here for file

Additional file 2 **Complete list of developmental stage-specific biological processes over-represented between TM-1 and *im *** **mutant.** Excel file containing the list of all developmental stage-specific biological processes over-represented (FDR < 0.05) between TM-1 and *im* mutant. Click here for file

Additional file 3 **Projection of molecular markers of A3 linkage group containing *im *** **locus on D3 chromosome.** In TIF image file, A3 represents the linkage group containing the *im* locus constructed using *G. hirsutum* acc. *im* and *G. hirsutum* acc. CSIL028 F_2_ segregation population [7], D3 represent D3 chromosome in *G. raimondii*. Click here for file

Additional file 4 **Predicted 155 candidate *Im *** **genes.** Excel file containing predicted 155 candidate *Im* genes based on *im* mapping results and cotton D genome information published by Joint Genome Institute. Click here for file

Additional file 5 **List of 23 genes involved in important biological processes.** Excel file containing the list of 23 candidate *Im* gene involved in important biological processes including “signaling”, “biological regulation”, “growth”, “developmental process”, “microtubule-based process” and “carbohydrate metabolic process”. Click here for file

Additional file 6 **Gene-specific primers used in this study for qRT-PCR analysis.** Excel file containing all primer sequences used for the qRT-PCR experiment. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

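Gene expression in fibers of TM-1 and the *im* mutant was measured at 13, 16, 19, 22 and 25 DPA on 15 dual-dye cDNA arrays, with 3 arrays per stage and both lines on every array. The authors scanned the arrays and read the spots with LuxScan, and the deposited file of each array holds spot and background intensities in Cy5 and Cy3 for 30000 spots, of which 29184 are cDNA probes and 816 are control spots that were left out. The deposited value table holds a log2 ratio of Cy5 over Cy3 per spot made by the authors. Set against the intensities of the same array, the table's columns correlated at 0.959 to 0.996 with slopes of 0.836 to 1.00, and the medians of the columns were -0.014 to 0.018. They therefore hold Cy5 over Cy3 on the log2 scale, centred near 0 and not turned for the dye swap. Which of the authors' normalization steps the table includes is not given in the sources used here. It also lists 6750 to 13978 faint spots per array that the filter of the methods would leave out. No column of the table belonged to another series. The submitters' processing notes name limma 3.4.5 and R 2.12.2.

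From the intensities, limma 3.58.1 in R 4.3.3 was used as follows. Background-subtracted medians under 50 units were raised to 50 units, and a spot was left out where both dyes were under 400 units. The methods do not say whether one or both dyes had to pass. Between 13761 and 19272 probes were measured per array, with a median of 16792, and 1 to 64 probes per array were saturated at 65535 units in a dye and were kept. Loess and Aquantile followed. Lines were compared with one coefficient per stage over all 15 arrays, so that the stages share the estimate of the spread. Adjacent stages within a line were compared from the 30 channels with the array as a block. The intraspot correlation was 0.863, estimated from at most 3000 probes measured on all arrays. A probe was tested where at least 2 arrays of each group measured it, p-values were adjusted by the Benjamini-Hochberg method, and DEGs had an adjusted p under 0.05 and a fold change of at least 2. A difference between the lines in a stage change was tested as the contrast of log2(TM-1/*im*) between adjacent stages. Every adjusted p given is from limma. Replicate numbers did not enter the fits.

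The tests were tried on simulated arrays with 200 changed probes and the spread of the measured ones. For the lines at 16 DPA, over 16647 probes, 85% of changes of 1.3 and 98% of changes of 2 on the log2 scale were recovered, with 3 other probes called. For TM-1 between 16 and 19 DPA, over 13789 probes, 25% and 76% were recovered, with 15 others called. The 200 changed probes hold both sizes of change, and the other calls stand beside both. The noise was drawn apart for each probe and array, so effects that an array has on many probes were not simulated. The shares recovered and the other calls therefore do not carry over to the counts within lines. The number of arrays limits the precision of all values.

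The filter, the tests, the alternatives and the rule for named probes were set before the data were examined, except where an alternative is said to have been chosen afterwards. The rule named, per stage and direction, the probes with the largest fold change among DEGs that changed the same way on all 3 arrays, and at most 2 where probes have no gene name. The choice of replicate 2 as the swap was set then too. The plan for 16 and 22 DPA, where source names and material labels differ, had been to take the direction from the paper's genes with array identifiers, which could not be done. Instead, DEGs were counted by the source names, by the material labels and by the methods' assignment, and the source names were kept after these counts had been seen, in part because they came closest to Fig. 4 in which direction or line had the larger count. The large fold changes that the paper states at 22 DPA were set beside the values after that. A likeness of the directions and of the order of the lines to the paper is for this reason partly a result of the choice and is not independent evidence.

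Several planned results were not run because the tables used here do not pair spot names with genes. These are the comparison with the 12 genes of the qRT-PCR, whose array identifiers have another form, and the gene lists and cell type markers. No gene named in the paper is therefore given a value, and GO terms were not analysed here. A conversion between these forms of identifier was begun that would have chosen among many possible ones by the resulting ratios. It gave no pairing, and it was dropped because it would have picked the genes by their outcome.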

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

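The tests of which labels the paper followed, of the swap and of the arrays at 19 DPA were chosen after the results were seen, whereas the tests of the count at 16 DPA were set after the counts themselves but before their own results were seen. The test of the arrays at 19 DPA replaced a first version on probes called with replicate 3 included, which had argued against image settings but had chosen its probes in part by that replicate. The ratio of TM-1 to *im* differed between adjacent stages at many probes in the test of the difference itself. From 13 to 16 DPA 817 probes differed, from 16 to 19 DPA 1569, from 19 to 22 DPA 676 and from 22 to 25 DPA 669. Other splits of the 6 arrays of 2 stages gave at most 2, 0, 5 and 2 probes in the order of the intervals, and the real split was the only 1 of 10 with as many, but 10 splits are too few for a share under 0.05. Under the material labels these counts were 3364, 2985, 2074 and 2045, and without replicate 2 the first of them was 447.

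Replicate 2 ran opposite to replicates 1 and 3 at every stage, and the absence of a swap, as the dye labels are written, needs correlations above 0, whereas the highest of the 10 was -0.40, which argues against it. Whether the lines changed places at 16 and 22 DPA, as the material labels have it, stays open, since the correlations across probes of 0.30 to 0.50 between ratios of adjacent stages, balanced for dye and by source names, speak against it only if differences between the lines last from stage to stage. The paper reports that qRT-PCR of 12 genes mostly went the way of its array ratios, which bears on the direction the paper used but, with no probe paired with these genes, does not settle the labels. By source names and the main settings the largest fold change at 22 DPA, 25.8 in TM-1, equals the larger of the paper's fold changes in TM-1 at this stage, though this pairs no probe with the paper's gene and the largest was 20.4 with normexp and 5.12 with spots left out where either dye was faint. Which labels the paper followed at 22 DPA stays open as well. The side that would be TM-1 by the material labels or the methods' assignment reached at most 5.94-fold under 5 treatments of dim spots. In 1 of these, with either dye faint left out, the other side did not pass the paper's fold changes either. In the deposited value table with faint spots kept, the first side reached 34.5-fold, with 13 probes past the smaller of the paper's fold changes. The methods remove faint spots, so this treatment is not the one that the paper describes. The fold change of 25.8 in turn rests in part on values under 400 units, so it does not settle the labels.

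The count of DEGs between the lines was highest at 16 DPA, where the real pattern of signs of the 3 arrays gave the most of 4 patterns and the highest other gave 2, but 4 patterns are too few for a share under 0.05. The number of probes tested does not account for it. At 16 DPA it was 16647, fewer than the 18363 at 13 DPA and the 16749 at 19 DPA. It was 15456 at 22 DPA and 15460 at 25 DPA. On the probes tested at all 5 stages the count of DEGs at 16 DPA was 1.82 times the next. The spread between the arrays was not the smallest at 16 DPA. The median SD across probes was 0.215 there, 0.195 at 13 DPA, 0.230 at 19 DPA, 0.174 at 22 DPA and 0.276 at 25 DPA. The fit also shares the estimate of the spread over all stages, so a small spread at 1 stage could hardly raise its count. The share of probes with a mean ratio of 2-fold or more, regardless of the test, was 1.81 times the next. The ratio to the next count fell to 1.45 without replicate 1, with 1286 against 884 at 19 DPA. Replicate 1 was left out at every stage, and the count of 19 DPA rose from 827. The setting therefore does not test a single array of 16 DPA alone, and such an array as part of the cause cannot be excluded. The count stayed highest at 16 DPA without replicate 2 (1364 against 788) and without replicate 3 (1728 against 643). With median centring the ratio was 1.29, with 1551 against 1199 at 19 DPA, so the size of the lead depends on the centring. A biological cause of the higher count at this stage stays open as a hypothesis.

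The changes between 16 and 19 DPA and between 19 and 22 DPA in both lines depended on the arrays of replicates 1 and 2 at 19 DPA. Across probes, the mean log2 brightness of these arrays correlated at 0.92 with each other and at 0.84 and 0.81 with replicate 3 of 19 DPA, which correlated at 0.86 with replicate 3 of 16 DPA. Other image settings on these arrays, which also had the brightest Cy3 background of all 15, would leave little change on replicate 3. Among probes called without replicate 3 between 16 and 19 DPA, the median change on replicate 3 was 0.57 in TM-1 and 0.61 in *im*, between the bounds set for either answer, so that image settings and development cannot be told apart for these probes. With the files without negative flags as a block, the counts of 16 to 19 DPA were 1435 in TM-1 and 1113 in *im*. These files are replicate 1 of 16 DPA and replicates 1 and 2 of 19 and of 22 DPA. The block therefore does not set the arrays of 19 DPA apart.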

How the results depend on the processing

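The readings by the material labels and the methods, the omission of spots with negative flags, the files without such flags as a block, the restrictions to probes tested at all 5 stages and to replicate 3 at 19 DPA, and all alternatives for the shift of the ratio between stages were chosen after seeing the data. Counts between the lines at 13, 16, 19, 22 and 25 DPA stayed within 1.5 times under normexp, no faint-spot filter, median centring, the deposited value table, a dye term, each stage fitted alone, probes measured on all 3 arrays, and spots with negative flags left out, whereas Aquantile scaling leaves the ratios, and so these counts, as they are. Without 1 replicate they were 276 to 406, 1286 to 1728, 636 to 884, 476 to 561 and 619 to 653. With spots left out where either dye was faint they were 252 at 13 DPA and 423 at 25 DPA, and on the probes tested at all 5 stages 248 at 13 DPA, where fewer probes were tested. With the dye labels as written and no swap they were 2, 3, 0, 4 and 7 by source names and 2, 3, 0, 4 and 7 by materials, and the shift of the ratio between stages counted 0, 0, 0 and 0, and 12, 6, 4 and 13, because opposite arrays then cancel. By the materials with replicate 2 as the swap it counted 3364, 2985, 2074 and 2045, with either dye faint left out 430 from 22 to 25 DPA, and without 1 replicate 447 to 827, 1160 to 1609, 497 to 599 and 459 to 513.

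Counts within lines moved more, and the cause was not tested. In the order of the intervals, without 1 replicate they were 43 to 115, 477 to 1973, 237 to 1431 and 8 to 16 in TM-1, and 3 to 14, 176 to 1562, 136 to 1343 and 19 to 45 in *im*. With no faint-spot filter they were 4530, 5255 and 65 in the last 3 intervals of TM-1 and 63, 3973 and 5034 in the first 3 of *im*. Without Aquantile scaling they were 116, 417 and 11 in TM-1 from 13 to 16, 19 to 22 and 22 to 25 DPA, and 5, 345 and 24 in *im*. With either dye faint left out they were 25 in TM-1 from 22 to 25 DPA and 15 in *im* from 13 to 16 DPA. With the dye labels as written they were 0, 406, 251 and 0 in TM-1 and 0, 295, 209 and 0 in *im* by source names, and 2, 722, 182 and 5, and 6, 167, 360 and 5, by materials. By the materials with replicate 2 as the swap they were 5, 3020, 599 and 473 in TM-1 and 885, 418 and 2256 in the first 3 intervals of *im*. The methods' assignment exchanges the lines, with 33 and 133 in TM-1 and 212 and 41 in *im* in the first and last interval. Only the channels of the line gave 82 and 228 in *im* in these intervals, and spots with negative flags left out gave 20 in *im* from 13 to 16 DPA. With replicate 3 as the only array of 19 DPA, assumed to vary like the other groups, they were 530 and 224 in TM-1 and 162 and 225 in *im*. Under normexp, median centring, a dye term, quantile normalization, probes measured on all 3 arrays, probes tested at all 5 stages, and files without negative flags as a block, all 8 stayed within 1.5 times.

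The replicate number as a block changed no count by over 1.5 times, with 1564 DEGs between the lines at 16 DPA and 1824 within TM-1 from 16 to 19 DPA. Of 30 pairs of arrays with one number, 21 correlated above 0.1 in their deviations and 6 once a dye effect was removed. Replicate 2 was the swap at every stage, so removing a dye effect also removes whatever the replicate 2 arrays share. These values therefore cannot tell whether the numbers pair the arrays. Not run, for want of gene names, were all alternatives for the 12 genes of the qRT-PCR and the estimated correlation for gene lists, and the value table, a ratio, could not give counts within lines. TM-1 had more DEGs than *im* from 16 to 19 DPA in 20 of 21 settings, all but the methods' assignment, which exchanges the lines, and from 13 to 16 DPA in 16 of 20. Real splits gave the most DEGs in each comparison (1 of 4 patterns of signs between lines, 1 of 10 splits within lines), with at most 2, 2, 72, 8 and 37 in other patterns between lines and at most 44 in other splits within lines, but 4 or 10 are too few for a share under 0.05. Where a line was under the faint-spot limit on all 3 arrays, its probe has only a bound, and where it was so on 1 or 2 arrays the fold change rests in part on dim values.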

Differences from the paper's values

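Counts were made at the thresholds that the paper states. Each count was set beside the 15 alternatives fixed before the data were examined. In TM-1 from 13 to 16 DPA the paper's count is 494 and the re-derived count is 212, and none of the 15 alternatives closed this difference. From 16 to 19 DPA in TM-1 the paper's count is 801 and the re-derived one is 1674. The value fell within 1.5 times of the paper's only with the dye labels of the materials as written and no swap, at 722. Of these, the paper has 187 higher at 19 DPA and the re-derived count is 573. The difference closed without Aquantile scaling at 165, with the dye labels of the source names as written at 151 and without replicate 1 at 157, and not under the other 12. Without Aquantile scaling, however, 1940 were higher at 16 DPA. A count that comes close under a setting does not show that the paper used that setting. The paper has 614 higher at 16 DPA and the re-derived count is 1101. This closed with spots left out where either dye was faint, at 845, and with the materials and no swap, at 435, and not under the other 13. Among the alternatives chosen after seeing the values, the methods' dye assignment gave 696 and the probes tested at all 5 stages gave 895. How many of the paper's own called genes any setting drops could not be counted without gene names.

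From 19 to 22 DPA in TM-1 the paper has about 550 in Fig. 4, read by eye, and the re-derived count is 1134. It came to 417 without Aquantile scaling and stayed apart under the other 14, and the materials with replicate 2 as the swap, chosen after seeing the values, gave 599. In *im* from 13 to 16 DPA the paper's count is 98 and the re-derived one is 33. Only the channels of the line, with 82, closed this difference, and the other 14 did not. In *im* from 16 to 19 DPA the paper has about 400 in Fig. 4, read by eye, and the re-derived count is 1290. The dye labels of the source names without a swap gave 295 and the other 14 stayed apart, and the materials with replicate 2 as the swap, chosen after seeing the values, gave 418. In *im* from 19 to 22 DPA the paper has about 440 in Fig. 4, read by eye, and the re-derived count is 1139. The difference closed without Aquantile scaling at 345, with the materials and no swap at 360 and without replicate 1 at 295, and not under the other 12. In *im* from 22 to 25 DPA the paper has about 240 in Fig. 4, read by eye, and the re-derived count is 133. It closed with normexp at 164, with no faint-spot filter at 176 and with only the channels of the line at 228, and not under the other 12. Spots with a negative flag left out, chosen after seeing the values, gave 168.

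Between the lines at 25 DPA the paper has about 220 probes higher in *im* in Fig. 4, read by eye, and the re-derived count is 340. The difference closed under 10 of the 15 alternatives, at 188 to 319, namely normexp, either dye faint left out, median centring, the deposited value table, a dye term, each stage fitted alone, probes measured on all 3 arrays, and without replicate 1, 2 or 3. It stayed with no faint-spot filter, without Aquantile scaling, with the replicate block and under both readings without a swap. After seeing the values, spots with negative flags left out gave 268 and probes tested at all 5 stages 263. The total counts between the lines at all 5 stages lay within 1.5 times of the paper's.

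The paper's methods place TM-1 in Cy5 on arrays outside the swap. The source names place *im* there, and the values above follow the source names, which were chosen over the methods' assignment and the material labels after seeing the values, in part because they came closest to Fig. 4 in which direction or line had the larger count. The larger side was that of Fig. 4 at 5 of 5 stages by source names, 3 by the material labels and 0 by the methods' assignment, and the line with the larger count was that of the paper in 3, 1 and 1 of 4 intervals. By source names some larger sides turned under other settings. With a dye term, 292 were higher in TM-1 and 283 in *im* at 22 DPA. On the probes tested at all 5 stages they were 515 and 514 at 16 DPA, and 199 and 263 at 25 DPA. The choice did not make the sizes closer throughout, since 10 of the 25 values compared differed from the paper's by source names, 9 by the material labels and 12 by the methods' assignment.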

Other observations

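The test of a later change in *im* was set before its own result was seen, but the naming of the lines that it rests on was kept after the counts of DEGs were seen. In all, 3061 probes were DEGs between the lines at 1 or more stages and 729 at 2 or more. Of these 729, 505 kept one direction by source names and 224 were higher in TM-1 at 1 stage and in *im* at another, and under the material labels 254 kept one direction and 475 did not. Only 3 probes were DEGs at all 5 stages. DEGs of 22 and 25 DPA had 149 probes in common in the same direction and 29 in opposite directions, where chance would give 11.1 and 11.2, by source names. Under the material labels these were 29 in the same direction and 149 in opposite directions. DEGs of 13 and 25 DPA, the stages farthest apart, had 95 in the same direction and 6 in opposite directions, against 6.39 and 6.23 by chance, under both kinds of labels. DEGs of 16 and 25 DPA had 40 and 71 by source names, and 71 and 40 under the material labels, against 24.2 and 24.2 by chance. All these chance values take calls at different stages as independent, though the fit gives each probe a single spread for all stages.

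By source names, single probes turned between the lines by large amounts. Probes 384P41_N_09 and 384P41_B_07, higher in TM-1 at 22 DPA, had log2 ratios of -4.54 and -4.43 at 25 DPA. Probe 384P16_C_16 was under 400 units in *im* on all 3 arrays at 13 DPA and at 25 DPA, and at least 4.11-fold and at least 5.03-fold higher in TM-1 there, with a log2 ratio of -2.03 at 16 DPA (adjusted p = 0.0145 from limma). Under the methods' assignment the lines change places in these values. Under the material labels none of these 3 probes turned, since the first 2 were higher in *im* at 22 and 25 DPA and the third was higher in TM-1 at 13, 16 and 25 DPA. The 3 probes are given because they turned by source names, so this does not bear on which labels hold. Probes 384P58_I_20 and 384P13_K_05 go the other way, with one direction by source names and turns under the material labels.

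A hypothesis is that *im* goes through the change of TM-1 from 13 to 16 DPA one stage later. The change of TM-1 on 1 replicate was correlated across probes with the change of *im* from 16 to 19 DPA on the other replicates, so that no array was shared. The correlation was 0.388, 0.352 and 0.300 with replicate 1, 2 or 3 of TM-1, a median of 0.352 over 10330 to 11794 probes, which are not independent replicates. Over the same interval, 13 to 16 DPA in both lines, it was 0.016 to 0.124, and with the lines exchanged, *im* from 13 to 16 DPA with TM-1 from 16 to 19 DPA, it was -0.088 to 0.038. Both of these lower ranges use the change of *im* from 13 to 16 DPA, which had 33 DEGs against 1290 from 16 to 19 DPA. A small change can give low correlations with or without a delay, so these ranges do not test it. The correlations of 0.300 to 0.388 would go with a delay in *im* if the source names hold. Under the methods' assignment the same values attach to a delay in TM-1, and under the material labels both correlations were above 0, at 0.064 to 0.215 and 0.312 to 0.372. The arrays of replicates 1 and 2 at 19 DPA enter these values, and the development of the fibers was not measured apart from the arrays here.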
